# Secondary Metabolite Transcriptomic Pipeline (SeMa-Trap), an expression-based exploration tool for increased secondary metabolite production in bacteria

**DOI:** 10.1093/nar/gkac371

**Published:** 2022-05-17

**Authors:** Mehmet Direnç Mungan, Theresa Anisja Harbig, Naybel Hernandez Perez, Simone Edenhart, Evi Stegmann, Kay Nieselt, Nadine Ziemert

## Abstract

For decades, natural products have been used as a primary resource in drug discovery pipelines to find new antibiotics, which are mainly produced as secondary metabolites by bacteria. The biosynthesis of these compounds is encoded in co-localized genes termed biosynthetic gene clusters (BGCs). However, BGCs are often not expressed under laboratory conditions. Several genetic manipulation strategies have been developed in order to activate or overexpress silent BGCs. Significant increases in production levels of secondary metabolites were indeed achieved by modifying the expression of genes encoding regulators and transporters, as well as genes involved in resistance or precursor biosynthesis. However, the abundance of genes encoding such functions within bacterial genomes requires prioritization of the most promising ones for genetic manipulation strategies. Here, we introduce the ‘Secondary Metabolite Transcriptomic Pipeline’ (SeMa-Trap), a user-friendly web-server, available at https://sema-trap.ziemertlab.com. SeMa-Trap facilitates RNA-Seq based transcriptome analyses, finds co-expression patterns between certain genes and BGCs of interest, and helps optimize the design of comparative transcriptomic analyses. Finally, SeMa-Trap provides interactive result pages for each BGC, allowing the easy exploration and comparison of expression patterns. In summary, SeMa-Trap allows a straightforward prioritization of genes that could be targeted via genetic engineering approaches to (over)express BGCs of interest.

## INTRODUCTION

By providing a wide range of biological functions, natural products have been foundational to the survival and evolutionary fitness of various organisms in the tree of life (1). Also known as secondary metabolites (SMs), these compounds are abundantly produced by plants and microorganisms (2). For decades, these molecules have been fueling various industries such as pharmaceutics as antimicrobial agents (3,4). However, the decrease in the discovery rates of novel antibiotics and the parallel increase in resistance towards the existing antibiotics make the identification of new bioactive compounds a task of paramount importance (5). By encoding the enzymes necessary for compound production, biosynthetic gene clusters (BGCs) represent the organized groups of genes involved in the production of SMs (6). During the last decade an enormous number of genomic sequences have been made available, revolutionizing genome mining efforts in natural product research (7). Based on algorithmic concepts like hidden Markov models (HMMs), highly improved computational tools for BGC prediction such as antiSMASH (8) enable rapid mining of sequenced genomes. By using such tools, thousands of BGCs have been made available to researchers stored in public databases such as MIBiG (9), antiSMASH-DB (10) or The Natural Products Atlas (11). However, from the entire bacterial kingdom, it was recently shown that only 3% of its genomic potential for SMs has been experimentally verified (12). One of the main reasons for this phenomenon is that the expression of the BGCs is often tightly regulated and not observed under laboratory conditions. This non-expressed nature of the BGCs creates a major bottleneck in the identification of bioactive compounds with novel modes of action (13).

To activate silent BGCs and increase the production titers of SMs, several strategies have been devised such as altering the culturing conditions or heterologous expression of the BGCs (14,15). Additionally, genetically modifying global and local regulatory genes can enhance transcription levels of biosynthetic genes (16). Activation or disruption of positive and negative regulators, respectively, has led to the expression of many silent BGCs (17,18). Furthermore, it has been shown that increasing the expression of genes encoding transporters (19), conferring resistance (20), or involved in precursor supply (21) also increases SM production. However, major antibiotic producers like the organisms belonging to the genus *Streptomyces* (22) encode around 7000 genes on average (23). This raises the question: Which ones to genetically modify? Comparative transcriptomic analyses based on RNA-sequencing (RNA-seq) can help decipher the complex pathways that regulate the BGCs of interest and thereby, select the genes to prioritize (hereinafter referred to as target genes) (24,25). This strategy is mostly conducted by comparing the expression levels of BGCs from organisms with genetic variance or from the same strain cultured under different physiological conditions (26,27). The overwhelming number of possible experimental designs make the prioritization of promising culture conditions and target genes crucial for genetic manipulation approaches. To achieve this aim, we developed the ‘Secondary Metabolite Transcriptomic Pipeline’ (SeMa-Trap). Available at https://sema-trap.ziemertlab.com, SeMa-Trap allows for efficient transcriptome mining of BGCs in bacteria through a user-friendly web interface. The pipeline performs RNA-Seq based transcriptome analysis of BGCs predicted by antiSMASH, compares their fold-changes in various experiments, and allows for promising experimental design and prioritization of the target genes for BGC overexpression. Finally, SeMa-Trap provides interactive result pages for each BGC. This allows easy exploration of BGC expression under certain culturing conditions and the identification of co-regulated genes, which may be located elsewhere in the genome and display potentially interesting functions as defined by the KEGG database (28). Here we provide an overview of the pipeline, highlight the visualization of the interface and demonstrate the efficacy of SeMa-Trap through a case study.

## MATERIALS AND METHODS

### Workflow

The SeMa-Trap pipeline consists of 4 key steps (Figure 1). The first step is the acquisition of user provided genome and RNA-Seq data. Afterwards, genes involved in BGC expression regulation in the genome (e.g. transporters or regulators, referred to as genes of interest) are annotated, and BGCs are predicted by antiSMASH. BGC annotations in addition to those identified by antiSMASH can also be provided by the user by using the ‘Defined clusters’ option. To generate reference expression levels, essential housekeeping genes are also identified. In the third step, RNA-Seq analysis is performed to obtain expression levels and fold changes of the genes and BGCs of interest. Finally, results are presented by interactive visualizations and summarizing tables for easy exploration of the expression level changes. All results are kept in the server for 2 months. In addition, they can also be downloaded by saving the results page to the local machine. In case of larger data analysis, local installation and combining SeMa-Trap with in-house analysis pipelines is also possible using Anaconda.

**Figure 1.**
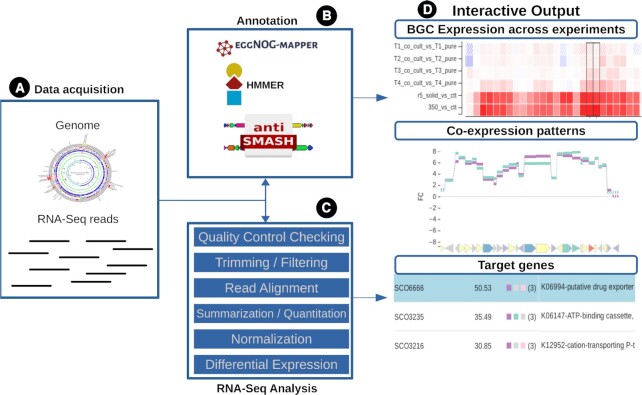
Overall workflow of the SeMa-Trap pipeline. First, the genomic and transcriptomic data provided by the user are acquired from relevant databases (**A**). Next step is the genome-wide annotation of the BGCs, essential housekeeping genes, secondary metabolite specific pathways and genes shown to have an impact on SM production (**B**). Final steps include a complete RNA-Seq analysis (**C**) and the generation of the interactive results (**D**).

### Input options and data acquisition

#### Input form

SeMa-Trap accepts user provided genomes in GenBank and FASTA format, however, the ideal input is the assembly accession number of the annotated GenBank file since that, in turn, will result in the automatic download of all annotation files from the NCBI FTP server. For efficient housekeeping gene identification, the corresponding taxonomic clade of the organism (e.g. Actinobacteria) should be selected through the ‘Reference set’ option. If the input genome is not represented by any available reference set, the ‘Unknown’ option offers HMM models acquired from the Database of Essential Genes (Supplementary Table S1) (29).

#### RNA-Seq data

For RNA-Seq based data options, allowed input types are run accession numbers from NCBI-SRA or EBI-ENA. Since it is imperative that the reads are downloaded in a fast and reliable fashion, SeMa-Trap utilizes multiple downloading options. IBM Aspera (https://www.ibm.com/products/aspera), a high-speed file transfer system, is the preferred and recommended way of data transfer (https://www.ncbi.nlm.nih.gov/books/NBK242621/). In case of any complications, SeMa-Trap will directly download from FTP servers or using fastq-dump (http://ncbi.github.io/sra-tools/). In case of pre-analyzed RNA-Seq data with other specific tools or parameters, the corresponding ‘BAM’ formatted files can also be uploaded. Limitations due to the current computational power and the implementation of the server are provided in the Supplementary Methods.

### RNA-Seq analysis

Once data acquisition is complete, SeMa-Trap utilizes several tools for analyzing the RNA-Seq data. Firstly, the fastp algorithm (30) is used to filter reads with low quality and for adapter trimming. Afterwards, filtered reads are mapped to the reference genome by Hisat2 (31) and sorted to generate corresponding BAM formatted files via samtools (32). Read count per gene is summarized by featureCounts (33). Finally, gene expression normalization takes place for each gene using the transcript per million (TPM) method described by Wagner et al. (34), and differential expression analysis is performed using DESeq2 (35), as detailed in Supplementary Methods. For the calculation of expression level or fold change of a BGC of interest, average expression of the ‘core biosynthetic genes’ (annotated by antiSMASH) is taken into account.

#### Scoring

In order to prioritize target genes, SeMa-Trap uses a scoring function dependent on the gene expression levels throughout the comparative transcriptomic experiments. To calculate such scores, fold changes of the selected BGC and the gene of interest are multiplied and then the calculated numbers from each selected experiment are added together (exemplified in Supplementary Table S2). However, it must be noted that a high score does not necessarily prove an association between a BGC and a gene. It rather points to high expression changes in the different conditions relative to a BGC of interest. Only when using large amounts of expression data, credible associations can be effectively detected (36).

#### Reference expression level

In order to set meaningful thresholds to label a BGC as ‘expressed’, SeMa-Trap uses three different average expression levels of specific genes. One of them is the mean expression of housekeeping genes throughout the genome. These genes are annotated by hmmsearch (37) with specific TIGRFAM models (38) unique for each reference set (39,40). The idea here is that on average, a gene defined as ‘essential housekeeping gene’ should be expressed significantly to be used as a reference for expression (41). However, BGCs can be expressed at lower levels and still produce compounds (42). Since no exact threshold exists to define BGC expression, SeMa-Trap offers separate reference levels such as the mean of non-housekeeping genes or all of the existing genes.

### Annotation

Apart from antiSMASH’s BGC prediction, the KnownClusterBlast algorithm is also applied to identify the compounds potentially produced by the BGC. If the provided genome is in FASTA format, an initial gene prediction step will take place using Prodigal (43). Since it is shown that certain types of genes actively control BGC expression, an extensive annotation of the genome is essential for prioritizing target genes to manipulate for BGC overexpression. For this purpose, the eggNOG-mapper (44) is used, particularly for the annotation of genes encoding transporters and genes residing in secondary metabolite specific KEGG pathways termed as ‘biosynthesis of secondary metabolites’ and ‘biosynthesis of antibiotics’. Using hmmsearch, genes conferring antibiotic resistance or genes with regulatory functions are further defined via specific HMM models procured from PFAM (45), Resfams (46) and CARD (47) databases.

## RESULTS

### Overview

Once the analysis is complete, SeMa-Trap presents the overview of the overall fold changes of predicted BGCs and their expression levels relative to either of the mentioned reference expression levels (Figure 2). Various useful annotations of the genes in the BGCs are presented as well as the corresponding compound of the BGC if it is defined by KnownClusterBlast. Furthermore, a heatmap of the BGC content can be viewed in order to inspect fold changes of genes per experiment. BGCs can be further explored by clicking on the ‘Analyze in detail’ button.

**Figure 2.**
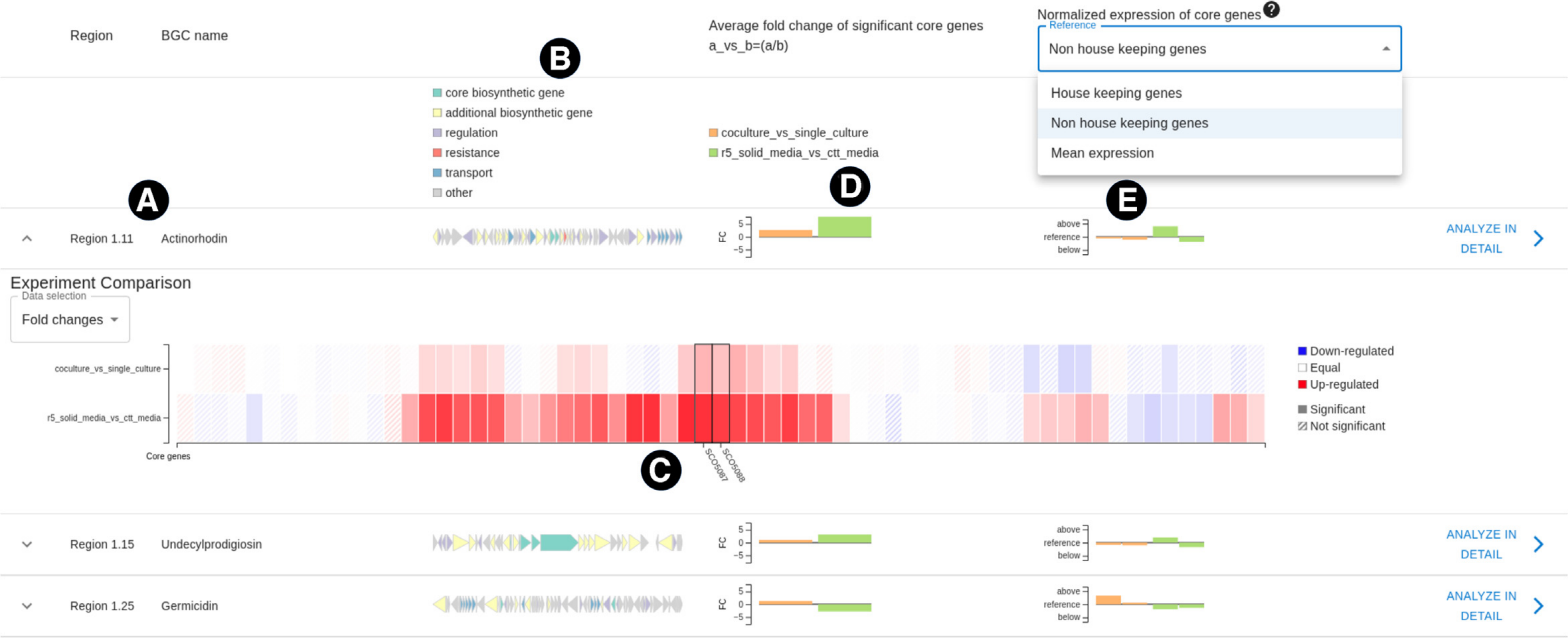
Overview result page of SeMa-Trap run for two comparative transcriptomic experiment designs. (**A**, **B**) The potential compound of the BGC and functional annotations of the genes within, respectively. (**C**) Heatmap of the BGC of interest, displaying each genes fold changes in different experiments. (**D**) Average fold change of the entire BGC, per experiment. (**E**) Expression (TPM) of a BGC relative to the selected, normalized reference expression level.

### Case study

A recent study by Lee *et al.* demonstrated the various effects of microbial co-culturing on natural products biosynthesis at the transcriptome level (48). Using six different comparative experimental designs, the authors revealed that competition for iron increases the expression of specific genes leading to actinorhodin overproduction in *Streptomyces coelicolor* A3(2) when co-cultured with *Myxococcus xanthus*. In the following, by analyzing their publicly available RNA-Seq data, we illustrate how SeMa-Trap simplifies the entire analysis.

#### Visualization options and pathway analysis

The first part of the result page (Figure 3A) offers a range of options such as various displaying options for the presented genes, the selection of specific experiments, and visualization of RNA-Seq results by fold change or TPM based expression level. Furthermore, it is possible to analyze specific pathways more in detail and explore the amount of differentially expressed genes within. In the presented case study, genes involved in the leucine and isoleucine degradation pathways were shown to be overexpressed, which potentially provide precursors for the actinorhodin biosynthesis. Using Sema-Trap this can easily be highlighted (Figure 3B).

**Figure 3.**
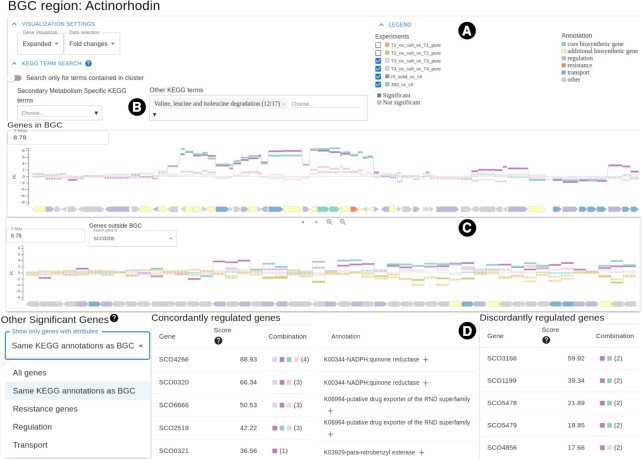
BGC centered results of SeMa-Trap. Initially, color codes for different annotations and multiple visualization settings are presented (**A**). Users can also highlight genes in specific pathways and choose to visualize the results based on the selected experiments (**B**). In section (**C**), two genome browsers are available in order to explore gene expressions from the selected experiments in the predicted cluster and throughout the genome. Finally, genes which are likely impacting the BGC expression based on transcriptomic data can be viewed through an interactive table **(D)**.

#### Genome browser

For the investigation of specific genes within the BGC or throughout the rest of the genome, a dynamic genome browser is available. Apart from efficient exploration of gene expression and annotation, the genome browser offers multiple options. Provided that the BGC of interest is significantly expressed, it is possible to set more accurate boundaries for the predicted BGC. Within the antiSMASH defined boundaries of a BGC (Figure 3C), a smaller, continuous succession of genes appears to be co-expressed, suggesting that those are regulated in an operon and represent the actual BGC boundaries.

#### Target gene prioritization

After thorough investigation, Lee and colleagues identified the SCO6666 gene encoding a transport system alternative to the one in the actinorhodin BGC, which is encoded by the genes SCO5083–5084. Furthermore, they found that the SCO6666 gene highly affected the production of actinorhodin in iron restricted conditions. Such prioritization can be easily made using the SeMa-Trap tables sorted by concordantly and discordantly co-regulated genes including scores (Figure 3D). Selection of the functional category ‘Same KEGG annotations as BGC’ further simplifies the investigation of the systems alternative to those encoded within the BGC of interest. The ‘Combination’ column denotes the selected experiments, thus providing information on which genes are co-regulated with the BGC of interest under which conditions.

### Proof of principle

As a proof of concept, we used SeMa-Trap to examine the transcriptome data of the actinomycete *Amycolatopsis japonicum*. *A. japonicum* is the producer of the complexing agent [*S,S*]-EDDS (49), a structural isomer of EDTA, which in contrast to EDTA is biodegradable and can replace EDTA in many industrial applications. However, [*S,S*]-EDDS production is inhibited by zinc at concentrations of 2 μM (50). Responsible for this regulation is the zinc uptake regulator *Zur*. To produce [*S,S*]-EDDS even in the presence of zinc the mutant *A. japonicum* Δ*zur* (referred to as zurko) was generated (51). To determine which genes to overexpress to increase [*S,S*]-EDDS production in *A. japonicum*, we performed transcriptomic analysis. 

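Transcript levels were measured in *A. japonicum* WT and in the *zur* deletion mutant zurko, each grown with and without zinc. The 4 groups of 3 cultures gave 12 RNA-Seq libraries. Cells were taken 24 h after transfer to a production medium whose carbon and nitrogen came from glycerol and sodium glutamate, and the sample labels give 6 µM zinc sulfate for the cultures with zinc. The deposited tables hold raw read counts per gene that the authors made with fastp, HISAT2, SAMtools and featureCounts, over 8567 annotated genes, 8436 on the chromosome and 131 on a plasmid. Reads that map to several places were counted at each place, and the strand of a read was not used. Counts per library ranged from 23096548 to 28636599 in 11 libraries, while replicate 3 of zurko with zinc held 6227764. The share of rRNA was 13.6% of the counts in that library and 16.8% in WT without zinc replicate 2, against 1.75% to 5.99% in the others. Transfer-messenger RNA, which frees stalled ribosomes, took 7.41% to 10.6% of the counts in WT with zinc, 2.84% to 6.38% in zurko with zinc, 7.00% to 12.2% in WT without zinc and 6.38% to 7.09% in zurko without zinc.

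Strains were compared within each medium with edgeR's quasi-likelihood test on counts scaled by TMM, for genes with at least 10 counts in at least 3 libraries. A gene was called at an adjusted p under 0.05 and a change of more than 2-fold. The Supplementary Methods give these thresholds without the scale of the fold change, which was read as linear. The difference between the strain effects in both media was tested as an interaction over all 12 libraries. DESeq2, the tool that the authors name, was run as the alternative. The rule for the genes to name and 20 lists of gene groups were fixed before the data were examined, with the paper's scores known, and genes chosen after their values were seen are marked as such. Levels are given as CPM, counts relative to the TMM-scaled library size, with the SD over 3 cultures.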

For this purpose, RNA-Seq analyses of *A. japonicum* wild type (WT) and *A. japonicum* Δ*zur* cultured in the presence and absence of zinc for 24 h were performed. Thereby, a direct correlation between *zur* gene expression and the [*S,S*]-EDDS biosynthetic genes (BGs) could be observed. In particular, using SeMa-Trap we identified genes that exhibited high co-expression with the [*S,S*]-EDDS BG (concordantly regulated genes) and genes regulated in opposite manner (discordantly regulated genes). 

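The [*S,S*]-EDDS genes were highest in zurko, in both media, and lowest in WT with zinc. Their mean level in WT was 1.80 ± 0.395 log2 CPM with zinc (SD, n = 3) and 8.17 ± 1.03 log2 CPM without zinc (SD, n = 3). In zurko it was 11.32 ± 0.424 log2 CPM with zinc (SD, n = 3) and 11.28 ± 0.578 log2 CPM without zinc (SD, n = 3). The mean log2 fold change of zurko against WT was 9.51 with zinc and 2.94 without zinc. The set holds 4 neighbouring genes on the plus strand of the chromosome from 1688656 to 1693410, at the cluster position that follows from the relative positions in Figures S1 and S2. They are AJAP_RS08340 (ornithine cyclodeaminase), AJAP_RS08345 (amino acid decarboxylase), AJAP_RS08350 (cysteine synthase family protein) and AJAP_RS08355 (MATE family efflux transporter, a class of exporters).

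With zinc, the single genes had log2 fold changes from 8.72 to 10.64 (adjusted p from 1.95e-05 to 1.97e-05, edgeR). Without zinc, the log2 fold changes ran from 2.73 to 3.13 and did not pass the test of edgeR (adjusted p from 0.106 to 0.135), while all 4 passed in DESeq2 (adjusted p from 5.4e-05 to 0.00078). In each medium the mean level of every zurko library was above that of every WT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Within WT, zinc lowered all 4 genes, with log2 fold changes from -7.33 to -5.94 (adjusted p from 0.000108 to 0.000327, edgeR). Within zurko the log2 fold changes for zinc were -0.14 to 0.19 (adjusted p = 1 for each, edgeR). The strain effect was larger with zinc than without it in each of the 4 genes (interaction, adjusted p from 0.000632 to 0.00259, edgeR).

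**Figure D1:**
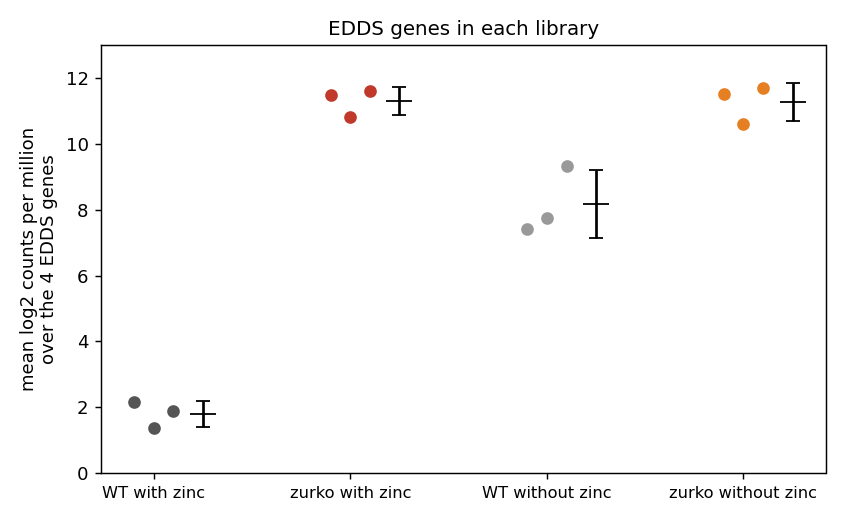
Mean log2 CPM over the 4 [*S,S*]-EDDS genes in each library (points) for the 4 groups on the x axis, with the mean and SD of each group (bars, n = 3). Libraries of WT with zinc lie between 1.37 and 2.14, those of WT without zinc between 7.42 and 9.34, and those of zurko at 10.62 or higher.

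The gene taken here as *zur* is AJAP_RS28645, annotated as transcriptional repressor, from 6185356 to 6185769 on the plus strand. It had 1852 to 2721 counts in each WT library and 1 to 6 counts in each zurko library, and its fitted log2 fold change was -9.56 with zinc (adjusted p = 2.37e-05, edgeR) and -9.58 without zinc (adjusted p = 0.00254, edgeR). It was chosen after its values were seen, as the only one of 3 genes with this annotation whose reads are nearly absent from zurko, because the rule set for finding it, a metal transporter gene within 5 genes, picked none of them. In WT its level was 79.8 ± 9.80 CPM with zinc (SD, n = 3) and 114 ± 11.3 CPM without zinc (SD, n = 3), a difference that did not pass the test (log2 fold change for zinc -0.51, standard error 0.469, adjusted p = 0.759, edgeR). From the comparison of these groups the paper states that *zur* expression and the biosynthetic genes are directly correlated, having named Zur as the regulator behind the inhibition by zinc.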

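With zinc in the medium, genes of ribosomal protein paralogs and of zinc uptake rose in zurko beside the [*S,S*]-EDDS genes, and these genes were also high in WT without zinc. Type B ribosomal protein L31 (AJAP_RS20365), a paralog that in other actinomycetes replaces the zinc-binding form, was at 0.313 ± 0.125 CPM in WT with zinc (SD, n = 3), 929 ± 329 CPM in zurko with zinc (SD, n = 3) and 1391 ± 115 CPM in WT without zinc (SD, n = 3). This is a log2 fold change between strains of 11.50 with zinc (standard error 0.755, adjusted p = 1.95e-05, edgeR). The level in WT with zinc rests on 15, 5 and 8 counts, so the size of this change is less sure than its direction. The zinc-binding subunit of an ABC transporter for zinc uptake (AJAP_RS18450) rose from 1.36 ± 0.550 CPM to 907 ± 53.4 CPM (SD, n = 3), a log2 fold change of 9.38 (standard error 0.655, adjusted p = 1.95e-05, edgeR). A further zinc-binding subunit (AJAP_RS38520) rose from 68.4 ± 28.7 CPM to 3696 ± 404 CPM (SD, n = 3), a log2 fold change of 5.76 (standard error 0.594, adjusted p = 0.000404, edgeR).

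Of 9 zinc uptake genes, 6 were higher in zurko with zinc and 0 lower (6 higher when adjusted over the list alone), with an adjusted p = 0.199 with an estimated correlation in camera. Zinc lowered 6 of the 9 within WT. Of 13 genes matched by the list for zinc-independent ribosomal protein paralogs and CobW-like GTPases, 6 were higher (11 when adjusted over the list alone). The set again had an adjusted p = 0.199 with an estimated correlation in camera. The list goes by product names such as L28 or S14, so it does not tell paralogs from other copies of the same proteins. The 6 higher genes encode S18, S14, L33, L28, L31 and L32. They lie side by side with 2 genes for GTP-binding proteins (AJAP_RS20360 and AJAP_RS20375), whose product names the list does not match. These GTP-binding protein genes had log2 fold changes of 10.56 and 9.53 (adjusted p = 1.97e-05 for each, edgeR). Of all 61 ribosomal protein genes, 7 were higher (49 when adjusted over the list alone, 48 in DESeq2), those 6 and S12 (AJAP_RS35880, log2 fold change 2.43, adjusted p = 0.0357, edgeR), and the set had an adjusted p = 0.526 with an estimated correlation. The S12 call held in 1 of 6 fits that each left out 1 library. Of 39 genes of oxidative phosphorylation, edgeR called 0, while 19 were lower at an unadjusted p under 0.05, 15 when adjusted over the list alone and 16 in DESeq2. Their median log2 fold change was -1.12, with an adjusted p = 0.731 with an estimated correlation. With a preset correlation of 0.01 these 4 lists, and no other fixed list, passed camera, and with an estimated correlation none did. In this medium the share of transfer-messenger RNA was lower in every zurko library than in every WT library, beside each of these groups.

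Without zinc, 0 of the 9 zinc uptake genes and 0 of the 13 genes matched by the paralog and GTPase list were called between the strains by edgeR. At an unadjusted p under 0.05 there were 0 of the 9, and 1 higher and 4 lower of the 13, and DESeq2 called the same numbers. Of the fixed lists, glycerol catabolism alone had called members in this medium (2 higher, 0 lower), and camera gave an adjusted p = 0.964 with an estimated correlation for each list.

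In total, edgeR called 142 of 8525 genes with zinc, 89 higher and 53 lower in zurko, and 32 of 8512 genes without zinc, 14 higher and 18 lower. Without zinc, upper-quartile scaling called 14 higher and 12 lower, the replicate block 17 higher and 46 lower, and 1 model over all 12 libraries 78 higher and 177 lower. DESeq2 called 1185 and 939 genes, among them 140 of the 142 and all 32. The groups did not overlap for 23.6% of all genes with zinc and 22.8% without, against the 10% that chance gives. Left-out libraries moved these counts by more than 1.5 times. With zinc, 82, 67 and 83 genes were called without WT replicate 1, 2 and 3 and 301 without zurko replicate 2. Without zinc, 278 genes were called without WT replicate 1, 0 without WT replicate 2 or 3, and 4, 11 and 17 without zurko replicate 1, 2 and 3.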

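Genes that edgeR called in both media in the direction of the [*S,S*]-EDDS genes were few, 9 against 202 with DESeq2, and lay in few places. A locus for glycerol use, genes of the Kdp potassium pump and a run of genes beside *lacI* made up these concordantly regulated genes. In the glycerol locus these are an aquaporin family protein (AJAP_RS15060), glycerol kinase GlpK (AJAP_RS15065) and an NAD(P)H-binding protein (AJAP_RS15075). Subunit F (AJAP_RS09425) and subunit C (AJAP_RS09440) of the potassium-transporting ATPase had log2 fold changes of 8.43 and 6.64 with zinc (adjusted p = 0.0323 and 0.0359, edgeR) and 8.33 and 7.63 without zinc (adjusted p = 0.0156 and 0.0191, edgeR). With zinc, zurko replicate 2 held 5768 counts for subunit C against 196 and 45 in the other zurko libraries, both calls ended without WT replicate 1, 2 or 3, and DESeq2 gave neither subunit an adjusted p, so that 7 of the 9 genes are also concordant in DESeq2.

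The discordantly regulated genes were 5, the gene taken as *zur* and 4 others. A TetR family regulator (AJAP_RS20230) fell from 3155 ± 819 CPM to 65.6 ± 33.8 CPM with zinc (SD, n = 3) and from 4268 ± 2190 CPM to 66.7 ± 31.1 CPM without zinc (SD, n = 3), log2 fold changes of -5.59 and -6.00 (adjusted p = 0.000777 and 0.0218, edgeR). A response regulator (AJAP_RS25345) had log2 fold changes of -5.78 and -5.91 (adjusted p = 0.000423 and 0.0156, edgeR), and a hypothetical protein (AJAP_RS44120) of -6.23 and -8.79 (adjusted p = 0.00865 and 0.0362, edgeR). Elongation factor G-like protein EF-G2 (AJAP_RS16395) had log2 fold changes of -4.46 and -3.36 (adjusted p = 0.00122 and 0.0273, edgeR). The 4 [*S,S*]-EDDS genes are not among the 9, as they did not pass the test without zinc.

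Over the 8501 genes tested in both media, chance overlap of the calls would give 0.147 concordant and 0.112 discordant genes if the media were independent. It would give more where same-numbered zurko libraries of both media deviate alike, as they do here (correlations 0.397, 0.781 and 0.566). The gene taken as *zur* would be lower in both media by the deletion itself, so only the other discordant genes can be set against the 0.112. DESeq2 gave 202 concordant genes, the 4 [*S,S*]-EDDS genes among them, and 222 discordant genes, which hold all 5 named here. The counts of 9 and 5 became 16 and 30 without WT without zinc replicate 1, 0 and 0 without WT without zinc replicate 2 or 3, and 2 and 1 without zurko without zinc replicate 1, and the discordant count was 1 without zurko without zinc replicate 2 or 3. The filter of at least 10 counts in at least 3 libraries was kept in these fits. The gene taken as *zur* was thus not tested where a WT library was left out, nor was subunit F (AJAP_RS09425) where a zurko library was. Part of the fall in the counts may come from this. The call of AJAP_RS44120 with zinc ended without zurko with zinc replicate 1 (adjusted p = 0.0512, edgeR).

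**Figure D2:**
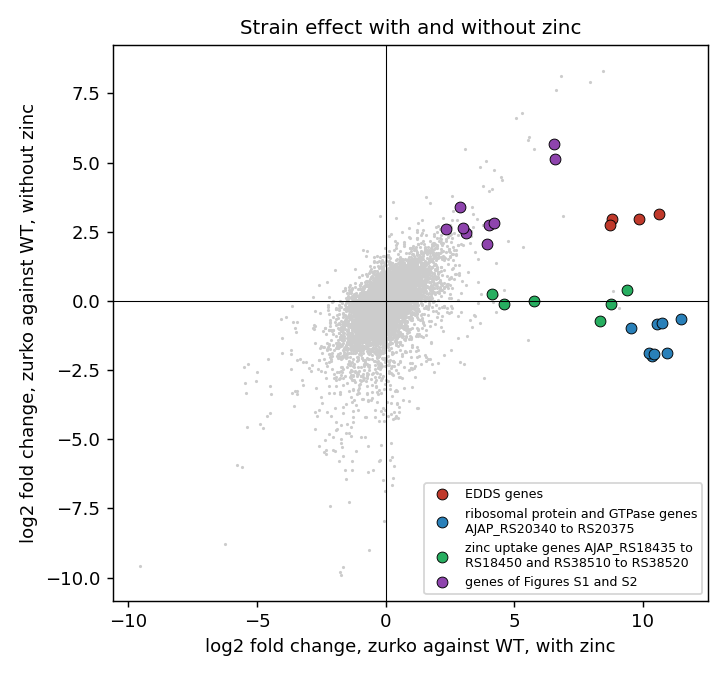
Log2 fold change of zurko against WT with zinc (x axis) and without zinc (y axis) for each tested gene (grey), with the [*S,S*]-EDDS genes, the ribosomal protein and GTPase genes, the zinc uptake genes and the genes of Figures S1 and S2 in colour. The ribosomal protein genes lie far to the right near or below 0 on the y axis, with type B L31 at 11.50 on the x axis, while the genes of Figures S1 and S2 lie above 0 on both axes.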

Since gene deletion is a multi-step, time-consuming process, we opted for a straightforward approach and overexpressed the targeted genes as a proof of concept. Thereby, we focused on genes with a regulatory function and those connected to secondary metabolism pathways. 

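The BldC family regulator gene AJAP_RS36645 was more abundant in zurko than in WT in both media on average, but zurko cultures differed widely among themselves. Its level was 23.5 ± 13.5 CPM in WT with zinc (SD, n = 3) and 176 ± 158 CPM in zurko with zinc (SD, n = 3). Without zinc it was 22.8 ± 11.6 CPM in WT (SD, n = 3) and 237 ± 189 CPM in zurko (SD, n = 3). Zurko replicates 1, 2 and 3 held 4727, 906 and 2065 counts with zinc, the last in a library of 6227764, and 7857, 1146 and 10460 without zinc. Relative to library size, replicate 3 was highest and replicate 2 lowest in both media. Same-numbered zurko libraries deviate alike across genes (correlations 0.397, 0.781 and 0.566), so the 2 media are not independent repeats. The gene lies on the plus strand of the chromosome from 7929181 to 7929393. The log2 fold change was 2.89 with zinc (standard error 0.805, adjusted p = 0.103, edgeR) and 3.40 without zinc (standard error 0.846, adjusted p = 0.122, edgeR), and neither passed the test. DESeq2 called it in both media (adjusted p = 0.000347 and 0.000129). It passed edgeR's test with zinc in 1 of 6 fits that each left out 1 library, the one without zurko with zinc replicate 2 (adjusted p = 0.0248, range over the 6 fits 0.0248 to 0.27).

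Of 18 tested genes for development and differentiation regulators, edgeR called 0 with zinc (2 higher and 0 lower when adjusted over the list alone), while 3 were higher and 1 lower at an unadjusted p under 0.05 and DESeq2 called 3 higher. The set had an adjusted p = 0.731 with an estimated correlation.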

The target gene *bldC* (‘AJAP_RS36645’), with the second highest score in the category ‘regulation’, encodes a transcriptional regulator of differentiation which controls entry into development and the onset of antibiotic production in *Streptomyces* (52). 

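AJAP_RS11995, a LacI family regulator gene on the minus strand from 2451085 to 2452074, rose in zurko with zinc. Its level was 11.8 ± 1.73 CPM in WT (SD, n = 3) and 60.3 ± 40.1 CPM in zurko (SD, n = 3) with zinc, and 10.0 ± 2.69 CPM in WT (SD, n = 3) and 60.7 ± 36.3 CPM in zurko (SD, n = 3) without zinc. Relative to library size, its level in zurko was highest in replicate 3 in both media. The 4 genes next to it on the opposite strand rose in both media, with log2 fold changes with zinc of 5.76 for a hypothetical protein (AJAP_RS12000), 4.51 for a DMT family transporter (AJAP_RS12005), 4.12 for a phosphotriesterase-related protein (AJAP_RS12010) and 4.00 for ribokinase (AJAP_RS12015), an enzyme of sugar use. These neighbours were chosen after their values were seen, as concordant genes, and had adjusted p from 0.00051 to 0.00511 with zinc (edgeR).

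For *lacI* itself (AJAP_RS11995), the log2 fold change was 2.34 with zinc (standard error 0.511, adjusted p = 0.0474, edgeR) and 2.61 without zinc (standard error 0.529, adjusted p = 0.089, edgeR), of which only the first passed. DESeq2 called it in both media (adjusted p = 2.38e-05 and 8.99e-06). The call with zinc held in 2 of 6 fits that each left out 1 library, those without zurko with zinc replicate 1 or 2, and ended in the others (adjusted p from 0.0338 to 0.181 over the 6). It also ended with RLE factors and with the replicate block. It was the 1 member called among 15 genes of the LacI family (1 when adjusted over the list alone), a set with an adjusted p = 0.988 with an estimated correlation.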

The *lacI* gene, (‘AJAP_RS11995’), encodes a pleiotropic regulator (fifth highest score in the category ‘regulation’) which enhanced the production of antibiotics in *S. coelicolor* (53). 

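Both genes of a glutamate synthase, the enzyme that makes glutamate from glutamine and oxoglutarate, rose in zurko with zinc. The beta subunit (AJAP_RS11230) went from 18.4 ± 2.04 CPM in WT to 342 ± 108 CPM in zurko (SD, n = 3 each), and the large subunit (AJAP_RS11225) from 52.5 ± 1.97 CPM to 851 ± 245 CPM (SD, n = 3 each). Without zinc the beta subunit was at 51.5 ± 31.8 CPM in WT and 364 ± 88.9 CPM in zurko (SD, n = 3 each), and the large subunit at 124 ± 74.5 CPM and 823 ± 188 CPM (SD, n = 3 each). The genes overlap by a few bases on the plus strand, from 2293012 to 2299081.

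AJAP_RS11230 had a log2 fold change of 4.21 with zinc (standard error 0.490, adjusted p = 0.000942, edgeR), a call that held in each of 6 fits that left out 1 library. Without zinc its log2 fold change was 2.83 (standard error 0.665, adjusted p = 0.112, edgeR; DESeq2 adjusted p = 0.000125), which passed in DESeq2 alone. AJAP_RS11225 had log2 fold changes of 4.02 with zinc (adjusted p = 0.0015, edgeR) and 2.74 without zinc (adjusted p = 0.12, edgeR). Of 29 genes of nitrogen and glutamate metabolism, 4 were higher with zinc and 0 lower (4 higher and 1 lower when adjusted over the list alone), all 4 of them glutamate synthase genes, and the set had an adjusted p = 0.731 with an estimated correlation. The other 2 are AJAP_RS30550 (log2 fold change 2.71, adjusted p = 0.0356, edgeR) and AJAP_RS30555 (log2 fold change 2.50, adjusted p = 0.033, edgeR), whose calls each held in 1 of 6 fits that left out 1 library, the one without zurko with zinc replicate 2.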

From the pathways connected to secondary metabolism, we selected the glutamate synthase-encoding *glts* (‘AJAP_RS11230’) gene (with second best score) involved in glutamate biosynthesis. Since glutamate can be converted into L-aspartic acid, one of the precursors for EDDS biosynthesis, this gene was also taken into consideration. None of the selected genes have been experimentally shown to be linked to the [*S,S*]-EDDS production. Simultaneous overexpression of these genes resulted in an increased EDDS production by 3-fold compared to *A. japonicum* WT (Figure 4). Along with the experimental design, detailed methods (Supplementary Tables S3 and S4) and analysis (Supplementary Figures S1 and S2) can be further seen in the Supplementary Data.

**Figure 4.**
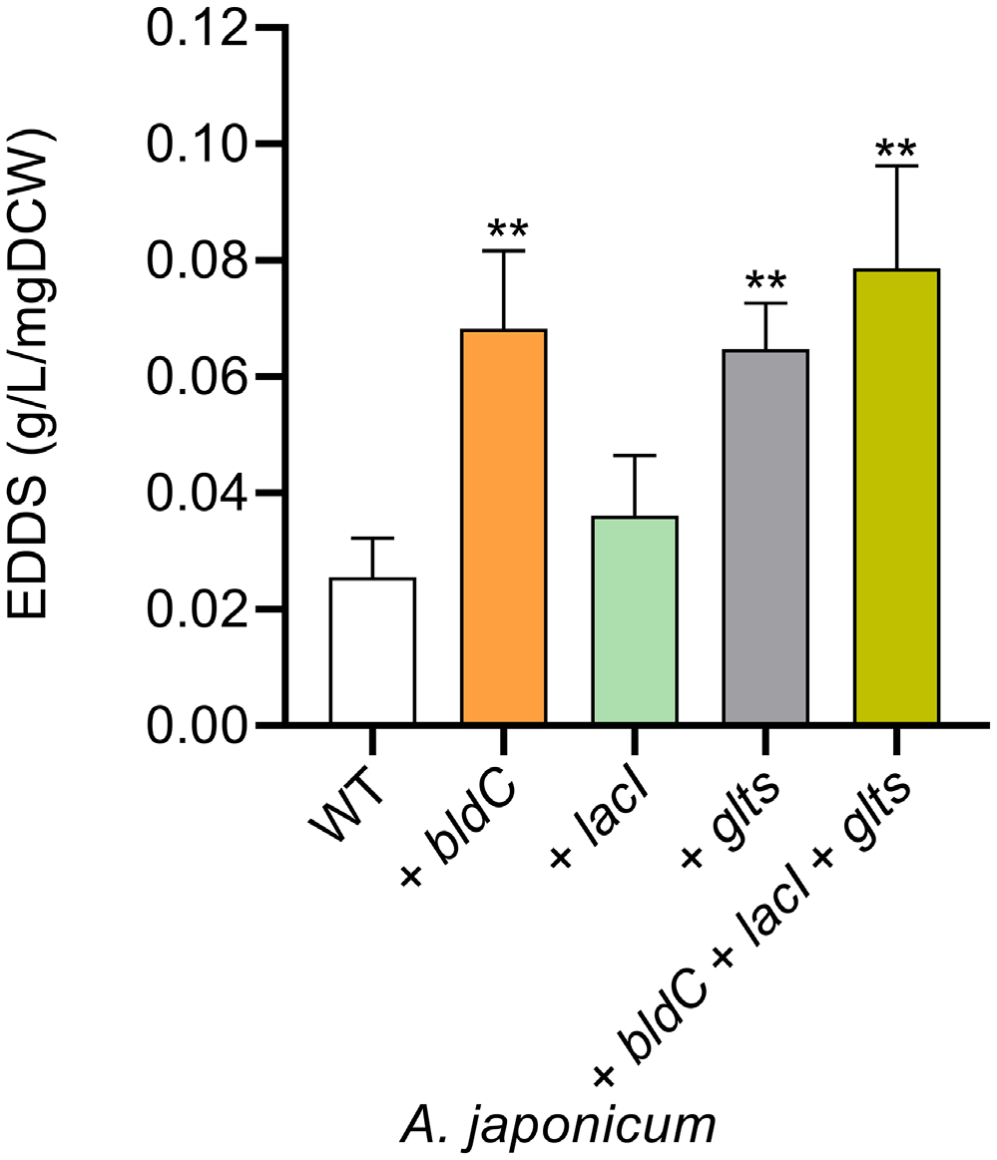
[*S,S*]-EDDS production in *A. japonicum* WT and recombinant strains. Strains were grown for 96 h in zinc depleted synthetic medium (SM). *A. japonicum* wild-type (WT); *A. japonicum* containing an additional copy of the genes *bldC*, *lacI* or glutamate synthase (*glts*), respectively and *A. japonicum* containing an additional copy of the three genes (*bldC* + *lacI* + *glts*).

## CONCLUSIONS AND FUTURE PERSPECTIVES

Leveraging on state-of-the-art sequencing techniques, comparative transcriptomic analyses have been continuously used to identify genes that are co-regulated with BGCs of interest and can be manipulated to activate silent BGCs. A variety of tools exists in order to annotate and effectively visualize biological functions of co-regulated genes such as KOBAS (54), conduct RNA-Seq analysis such as ProkSeq (55) or identify BGCs with co-expression data such as CASSIS (56). However, to the best of our knowledge, SeMa-Trap is the only public web server that combines genome mining and transcriptomic approaches for the identification of potential target genes for SM overproduction. The user-friendly graphical interface of the web server allows efficient and easy mining of RNA-Seq data, and was conceived for natural product researchers who are not acquainted with command line tools. Notably, SeMa-Trap also visualizes essential information about the cell response to the production of SMs on a transcriptomic level.

We showed herein that SeMa-Trap greatly facilitates the identification of co-regulated genes as illustrated on the actinorhodin-encoding BGC. However the limitations of the pipeline must be noted. The current scoring system is only designed to sort genes based on their similarity in transcription levels to a BGC of interest. It can not be used as an exclusive method for the selection of target genes. Thus, it is incumbent upon the users to further evaluate the hits returned by SeMa-Trap. For example, in the presented [*S,S*]-EDDS overproduction experiment, our literature search showed that the genes having the best co-expression score were unlikely to play a role in [*S,S*]-EDDS production. Consequently, three of the promising target genes were successfully overexpressed, leading to increased [*S,S*]-EDDS production. 

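The genes with the highest scores of Figures S1 and S2 are neighbours in a locus for the use of glycerol, a carbon source of the medium. From 3192298 to 3197190 this locus holds genes for an aquaporin family protein (AJAP_RS15060), glycerol kinase GlpK (AJAP_RS15065), glycerol-3-phosphate dehydrogenase (AJAP_RS15070) and, on the opposite strand, an NAD(P)H-binding protein (AJAP_RS15075). With zinc, glycerol-3-phosphate dehydrogenase rose from 124 ± 112 CPM in WT to 11790 ± 5645 CPM in zurko (SD, n = 3 each), and the NAD(P)H-binding protein from 7.37 ± 3.26 CPM to 689 ± 193 CPM (SD, n = 3 each). Without zinc they were at 284 ± 433 CPM and 13.7 ± 7.96 CPM in WT and at 10160 ± 4452 CPM and 696 ± 281 CPM in zurko (SD, n = 3 each).

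Their log2 fold changes with zinc were 6.59 (standard error 0.908, adjusted p = 0.00344, edgeR) and 6.55 (standard error 0.637, adjusted p = 0.000236, edgeR). Without zinc they were 5.14 (adjusted p = 0.14, edgeR) and 5.67 (standard error 0.718, adjusted p = 0.0191, edgeR), of which the second passed. The aquaporin gene had log2 fold changes of 6.82 and 8.14 and the kinase gene of 7.93 and 7.91 with and without zinc, all called by edgeR. Of 15 genes of glycerol catabolism, 3 were higher with zinc and 1 was lower (3 and 1 when adjusted over the list alone), and the set had an adjusted p = 0.731 with an estimated correlation. The lower one is a dihydroxyacetone kinase family gene (AJAP_RS38455, log2 fold change -2.57, adjusted p = 0.00891, edgeR). Without zinc 2 were higher and 0 lower (3 and 1 when adjusted over the list alone and in DESeq2). All calls with zinc held whichever library was left out, and those without zinc ended without WT replicate 2 or 3. The calls of the kinase gene and of AJAP_RS15075 without zinc also ended without zurko replicate 1.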

Especially when based on a few number of transcriptomic experiments, it becomes more likely that the SeMa-Trap analysis will include false positive target genes in the resulting tables. For future applications, by analyzing large amounts of publicly available RNA-Seq data, we are working on generating associations with certain gene types and classes of BGCs. Through co-expression networks, using statistical methods such as Pearson correlation coefficient, our aim is to reduce the number of false positives (57,58).

In summary, considering the ever-growing need for novel bioactive compounds, we believe that SeMa-Trap will serve as a helpful tool for the natural product community by facilitating the identification of specific co-expression patterns between different types of BGCs and genes with potential regulatory functions. Additionally, such analysis will also improve our ability to define expression thresholds above which the actual production of the encoded compound is observed. Last but not least, knowledge about the global cellular response to SM production may be the starting point to devise alternative strategies to optimize compound production and identify potential resistance mechanisms.

## DATA AVAILABILITY

SeMa-Trap is publicly available online at https://sema-trap.ziemertlab.com/ with no access restrictions. All of the source code is available on Bitbucket at https://bitbucket.org/mehmetdirenc/sematrap/. Source code for generating only the interactive HTML output is also available at https://github.com/Integrative-Transcriptomics/bgc-expression-viewer. Transcriptomic data files for EDDS overproduction and presented case study are available in the NCBI Bioproject database under the accession IDs PRJNA809550 and PRJEB25075, respectively.

## Supplementary Material

gkac371_Supplemental_File

# Supplementary material for: Secondary Metabolite Transcriptomic Pipeline (SeMa-Trap), an expression-based exploration tool for increased secondary metabolite production in bacteria
**Source:** Nucleic Acids Res. 2022 May 17;50(W1):W682–9. doi: 10.1093/nar/gkac371
**Supplement:** gkac371_Supplemental_File

SUPPLEMENTARY METHODS:

Table S1. Reference set specific HMM models used in housekeeping gene annotation

Reference Set	HMM Count
Chlamydiae	445
Group1	398
Group2	968
Tenericutes	321
Fusobacteria	650
Verrucomicrobia	776
Deinococcus-thermus	599
Alphaproteobacteria	1098
Betaproteobacteria	923
Spirochaetes	765
Firmicutes	1019
Bacteroidetes	860
Actinobacteria	664
Delta_Epsilon-proteobacteria	866
Group3	921
Cyanobacteria	882
Gammaproteobacteria	1478
Unknown	1568

Methods

Server Implementation

Hosted on highly scalable de.NBI cloud system, the SeMa-Trap web server runs on Ubuntu Linux (18.04.5 LTS) utilizing 2 TBs of hard drive space (1.5 in total available for a single run), 36 CPUs with approximately 1 to 1.4TB of RAM depending on the workload of cloud resources. Server-side application is based on Python3 Flask framework (<https://flask.palletsprojects.com/>) and Jinja2 templating language (<https://jinja.palletsprojects.com>) with JavaScript for user friendly input options. In combination, Redis (<https://redis.io/>), Nginx (<https://www.nginx.com/>), Gunicorn (<https://gunicorn.org/>) and Supervisor (<http://supervisord.org/>) tools are used for request handling and process control.

RNA-Seq Analysis

Initially, a gene expression value is taken into account if it has the assigned padj value < 0.05 , and the gene is considered as a differentially expressed gene (DEG) if its absolute fold change is > 2 . 

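For the *A. japonicum* libraries, these thresholds, with the fold change read as linear, were put on DESeq2 tests of the deposited counts. They called 679 genes higher and 506 lower in zurko with zinc, and 378 higher and 561 lower without zinc. DESeq2 gave no adjusted p to 550 genes with zinc and 137 without zinc. Counts were also simulated once per medium from edgeR's own estimates of the spread, with genes independent and 200 of them changed. In these counts, 80 of 227 DESeq2 calls with zinc and 85 of 221 without zinc were genes that had not been changed, against 2 of 113 and 7 of 104 with edgeR. This does not give the share of false calls in the real libraries. Among the simulated changes, a log2 fold change of 2 was recovered in 88.7% of genes with zinc and 62.2% without zinc by DESeq2, and in 39.6% and 27.0% by edgeR, while both tools recovered each gene with a log2 fold change of 6.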

A

defined threshold (0.05) is set because of its wide acceptance as being “statistical significance” however, as such thresholds can be invalid for different experiments **(1)**, the cut-offs can be redefined by the user depending on the given data and how strict cut-offs are set in the experiment.

Target gene prioritization

In order to calculate the given scores, fold changes of the selected BGC and the gene of interest are multiplied and then the calculated numbers from each selected experiment are added together. 

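For the NAD(P)H-binding protein gene AJAP_RS15075 the score is the log2 fold change of this gene with zinc times the mean of the [*S,S*]-EDDS genes with zinc, plus the same product without zinc. With edgeR this gives 79.0 (standard error 6.42, from the errors of the gene's own fold changes). Standard errors of scores take the media as independent, and leave out the error of the [*S,S*]-EDDS mean and of the choice of media by the test. A medium in which the gene does not pass an adjusted p of 0.05 adds 0. The [*S,S*]-EDDS genes were not held to this rule, though they did not pass edgeR's test without zinc. With their mean taken over significant genes only, the score of AJAP_RS15075 is 62.3. Fold changes were taken on the log2 scale, since the text does not name the scale. Signed linear fold changes would give 80145 for this gene, against the paper's 78.93. The score orders genes by how far they move and in which direction, so a gene that moves strongly where the [*S,S*]-EDDS genes move strongly ranks high.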

A visualized example of the scoring of SCO6666 gene (with score 50.53, shown in Figure 3 D), encoding the alternate transport system for actinorhodin BGC, can be seen in **Table S2**. SeMa-Trap result can also be seen for the whole analysis at <https://sema-trap.ziemertlab.com/results/51e8fb5d-99e3-489b-aa57-2aa5cd2cc1cd>.

Table S2. Example for scoring method.

Experiment	Actinorhodin Fold Change	SCO666 Fold Change	Multiplied
T3_co_cult_vs_T3_pure	1.37320261041672	7.6	10.436339839
T4_co_cult_vs_T4_pure	2.682977920151415	6.41060810700008	17.199520006
r5_solid_vs_ctt	7.824020991896	2.92558252110573	22.889819059
Cumulative Final Score			~50.53

Strains, plasmids and oligonucleotides

The strains and plasmids are listed in **Table S3**. The oligonucleotides are listed in **Table S4**.

Media and culture conditions

Escherichia coli strains were grown in Luria broth medium **(2)** at 37°C and were supplemented with 100 µg ml⁻¹ apramycin when necessary to maintain plasmids. Liquid cultures of *A. japonicum* were cultivated in 100 ml of R5 medium **(3)** in an orbital shaker (220 rpm) in 500-ml baffled Erlenmeyer flasks at 29°C. Liquid/solid media were supplemented with 100 µg ml⁻¹ apramycin to select for strains carrying integrated antibiotic resistance genes.

Construction of the plasmids pRM4-*bldC*, pRM4-*lacI*, pRM4-*glts* and pRM4-*bldC-lacI-glts*

To construct the overexpression plasmids, *bldC* (AJAP_RS36645), *lacI* (AJAP_RS11995) and glutamate synthase (*glts*) (AJAP_RS11230) genes of *A. japonicum* were amplified via PCR with the primers listed in **Table S4** and purified using QIAquick gel extraction kit . The pRM4 vector **(4)**,

containing the constitutive promoter *ermEp**, was linearized with the restriction enzyme NdeI and purified. Using NEBuilder HiFi DNA Assembly cloning kit (NEB, catalog no.E2621S) the linearized pRM4 was ligated with each of the amplified genes. In addition the pRM4-*bldC-lacI-glts* was constructed containing all the three genes. The plasmids were confirmed by enzymatic digestion and sequencing, and integrated into the genome of *A. japonicum* WT. These steps allowed the generation of the overexpression strains *A. japonicum*::pRM4-*bldC*, *A. japonicum*::pRM4-*lacI*, *A. japonicum*::pRM4-*glts* and *A. japonicum*::pRM4-*bldC-lacI-glts*.

[S,S]-EDDS production test

Liquid culture of *A. japonicum* WT and recombinant strains was performed in 100 ml volume to determine [S,S]-EDDS production according to (5), (6). The optimized synthetic medium (SM) consisted of glycerol (25 g l⁻¹), MgSO₄ × 7 H₂O (1.2 g l⁻¹), Ferric (III) citrate (60 mg l⁻¹), KH₂PO₄ (8 g l⁻¹), Na₂HPO₄ × 2 H₂O (12 g l⁻¹) and sodium glutamate monohydrate (11.3 g l⁻¹), which was used as the nitrogen source. Pre-cultures were grown on a rotary shaker (120 rpm) at 29°C in complex culture medium (glycerol (20 g l⁻¹); soybean meal (20 g l⁻¹) at pH 7.5) in 50 ml volume for 48 h. A total of 5 ml of this pre-culture was used to inoculate 95 ml of SM. The cultures were grown for further 96 h before the [S,S]-EDDS production was analysed.

Detection of [S,S]-EDDS biosynthesis using HPLC-DAD

[S,S]-EDDS measurement was performed as described by (6). The analysis was carried out on a HP1090M liquid chromatograph equipped with a thermostated autosampler, a diodearray detector and an HP Kayak XM 600 ChemStation (Agilent). A total of 10 µl of samples were injected onto a Hypersil ODS column (125 × 4 mm, 3 µm) fitted with a guard column (10 × 4 mm, 3 µm; Stagroma) and analysed by isocratic elution with solvent A – acetonitrile (96:4, v/v) at a flow rate of 1 ml min⁻¹. Solvent A consisted of 20 mM Sorensen's phosphate buffer (pH 7.2) with 5 mM tetrabutylammoniumhydrogensulfate. UV detection was performed at 253 nm. For data analysis, Chemstation LC3D software Rev. A.08.03 was used. Commercial [S,S]-EDDS in solution (Sigma Aldrich) was used as standard.

Quantification

The HPLC analysis was performed from 1 ml supernatant. In order to determine the production of [S,S]-EDDS of cells, the [S,S]-EDDS concentration was divided by the dry cell weight (DCW). The [S,S]-EDDS production was expressed by (g/l/mg DCW).

Table S3: Bacterial strains and plasmids used in this study

Strain or plasmid	Description	Source of reference
<i>A. japonicum</i> MG17-CF17	[S,S]-EDDS producing wild-type	**(7)**
pRM4	pSET152 <i>ermEp*</i> with artificial RBS, Apra ^r	(4)
pRM4- <i>bldC</i>	pRM4 carrying <i>bldC</i> gene from <i>A. japonicum</i> WT	This study
pRM4- <i>lacI</i>	pRM4 carrying <i>lacI</i> gene from <i>A. japonicum</i> WT	This study
pRM4- <i>glts</i>	pRM4 carrying glutamate synthase (<i>glts</i>) gene from <i>A. japonicum</i> WT	This study
pRM4- <i>bldC-lacI-glts</i>	pRM4 carrying <i>bldC</i> , <i>lacI</i> and <i>glts</i> gene from <i>A. japonicum</i> WT	This study

Table S4. Oligonucleotides used in this study

Primer	Sequence (5'-3')
Primers used for amplification of the <i>A. japonicum bldC</i> (AJAP_RS36645) coding region overlapping with pRM4 vector	
bldC_pRM4_F	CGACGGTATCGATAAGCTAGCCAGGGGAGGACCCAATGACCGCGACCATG<br>GGCGGA
bldC_pRM4_R	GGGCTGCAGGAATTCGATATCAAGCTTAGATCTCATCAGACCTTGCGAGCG<br>GGCTCG
Primers used for amplification of the <i>A. japonicum lacI</i> (AJAP_RS11995) coding region overlapping with pRM4 vector	
lacI_pRM4_F	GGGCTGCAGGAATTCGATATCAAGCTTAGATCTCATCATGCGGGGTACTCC<br>TGGGTCGATTCG
lacI_pRM4-R	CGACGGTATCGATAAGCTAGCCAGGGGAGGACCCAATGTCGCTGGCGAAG<br>GTGGCCC
Primers used for amplification of the <i>A. japonicum</i> glutamate synthase (<i>glts</i>) (AJAP_RS11230) coding region overlapping with pRM4 vector	
GS_pRM4_F	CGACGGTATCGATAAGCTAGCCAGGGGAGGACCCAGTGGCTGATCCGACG<br>GGTTTCCTGA AGTACG
GS_pRM4_R	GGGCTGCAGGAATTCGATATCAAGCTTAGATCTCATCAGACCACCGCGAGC<br>GGCA

Primers used for amplification of the *A. japonicum bldC*, *lacI*, *glts* coding region overlapping with pRM4 vector

bldC_F_assem_pRM4	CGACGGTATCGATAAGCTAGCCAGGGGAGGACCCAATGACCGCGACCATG<br>G GCGGAAGG
bldC_R_assem_pRM4	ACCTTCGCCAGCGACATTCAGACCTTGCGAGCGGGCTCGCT
lacI_F_assem_pRM4	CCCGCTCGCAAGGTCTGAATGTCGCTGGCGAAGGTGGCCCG
lacI_R_assem_pRM4	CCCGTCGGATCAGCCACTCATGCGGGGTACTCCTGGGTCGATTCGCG
GSsmall_F_assem_pR<br>M4	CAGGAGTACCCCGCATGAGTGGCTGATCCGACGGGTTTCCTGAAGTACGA<br>C
GSsmall_R_assem_p<br>RM4	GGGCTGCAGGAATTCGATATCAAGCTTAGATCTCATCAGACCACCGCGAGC<br>G GCAACG

Figure S1

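Of the regulation genes scored in Figure S1, those other than *bldC*, *lacI* and AJAP_RS15075 encode a sugar isomerase (AJAP_RS13380) and a Gfo/Idh/MocA family oxidoreductase (AJAP_RS21735). The sugar isomerase gene was at 3.57 ± 1.59 CPM in WT and 31.4 ± 38.9 CPM in zurko with zinc (SD, n = 3 each). Its log2 fold changes of 3.11 with zinc (adjusted p = 0.095, edgeR) and 2.45 without zinc (adjusted p = 0.252, edgeR) did not pass the test. With 1 library left out they ran from 1.32 to 3.57 with zinc, where 1 of 6 fits passed, and from 0.27 to 2.97 without zinc, where 0 of 6 did. Without zinc, zurko replicate 3 held 1748 counts of this gene against 228 and 129 in the other zurko libraries. The oxidoreductase gene rose with zinc from 7.00 ± 1.97 CPM to 57.1 ± 44.0 CPM (SD, n = 3 each), a log2 fold change of 3.02 (adjusted p = 0.0367, edgeR), and its log2 fold change without zinc was 2.62 (adjusted p = 0.089, edgeR). This call held in 2 of 6 fits that each left out 1 library, those without zurko with zinc replicate 1 or 2. Relative to library size, zurko replicate 3 was highest in both media for the isomerase and the oxidoreductase gene alike. The scores computed with edgeR from the deposited counts were 28.71 for the oxidoreductase gene (standard error 5.94) and 22.28 for *lacI* (standard error 4.86). They were 0 for both *bldC* and the sugar isomerase gene, which edgeR called in neither medium. With DESeq2, which called the sugar isomerase gene with zinc (adjusted p = 0.0251), these last 2 scores were 37.70 and 30.15, and with each medium counted regardless of significance 37.51 and 36.83.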

Target genes with regulation attributes for [S,S]-EDDS overproduction. Note that, after a literature search, second and fifth most co-regulated genes were selected for overproduction experiments. Genes with putative regulatory domains were left out from our selection because their annotations were not strong enough to deduce an actual regulatory mechanism for a BGC. Entire analysis can be seen at <https://sema-trap.ziemertlab.com/results/4985a8de-4c61-426f-8011-51b6aaa51350>.

Other Significant Genes?

Show only genes with attributes

Regulation

Concordantly regulated genes

Gene	Score?	Combination	Relative position to cluster	Product
AJAP_RS15075	78.93	(2)	1503045	NAD(P)H-binding protein
AJAP_RS36645	37.78	(2)	6235770	BldC family transcriptional regulator
AJAP_RS13380	36.94	(2)	1111660	sugar isomerase
AJAP_RS21735	36.92	(2)	2994223	Gfo/Idh/MocA family oxidoreductase
AJAP_RS11995	30.92	(2)	757671	LacI family transcriptional regulator

Figure S2

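In the pathway genes scored in Figure S2, glycerol-3-phosphate dehydrogenase (AJAP_RS15070) had the highest score computed with edgeR from the deposited counts, 62.65 (standard error 8.63). The glutamate synthase genes followed with 40.08 for the beta subunit (standard error 4.66) and 38.19 for the large subunit (standard error 4.72). An enoyl-CoA hydratase/isomerase family gene (AJAP_RS21600), from the breakdown of fatty acids, had a score of 37.46 (standard error 7.52). It rose with zinc from 5.93 ± 3.41 CPM to 90.9 ± 98.6 CPM (SD, n = 3 each), a log2 fold change of 3.94 (adjusted p = 0.0336, edgeR), and had a log2 fold change of 2.06 without zinc (adjusted p = 0.165, edgeR). The call held in 2 of 6 fits that each left out 1 library, those without zurko with zinc replicate 2 or 3. It was the 1 gene called with zinc among 68 of fatty acid degradation (1 when adjusted over the list alone), a set with an adjusted p = 0.943 with an estimated correlation. Each of the 4 scores rests on the medium with zinc, because without zinc none of these genes passed edgeR's test, while DESeq2 called all 4. With DESeq2 the scores were 77.46 for AJAP_RS15070, 48.39 for AJAP_RS11230, 46.21 for AJAP_RS11225 and 43.20 for AJAP_RS21600.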

Target genes that are defined in KEGG as specific to secondary metabolite “Metabolism” pathways for [S,S]-EDDS overproduction. Note that after a literature search involving precursor production mechanisms for [S,S]-EDDS, the second most co-regulated gene was selected for overproduction experiments.

BGC region: Edds

^

VISUALIZATION SETTINGS

Gene Visualizati...

Data selection

Expanded

Fold changes

^

KEGG TERM SEARCH?

☐ Search only for terms contained in cluster

Secondary Metabolism Specific KEGG terms

Other KEGG terms

Metabolism (128/547) x

Choose...

Choose...

Concordantly regulated genes

Gene	Score?	Combination	Relative position to cluster	Product
AJAP_RS15070	77.51	(2)	1501244	glycerol-3-phosphate dehydrogenase
AJAP_RS11230	48.42	(2)	604162	glutamate synthase subunit beta
AJAP_RS11225	46.35	(2)	599601	glutamate synthase large subunit
AJAP_RS21600	43.23	(2)	2966272	enoyl-CoA hydratase/isomerase family protein

References

- (1) Jafari, Mohieddin; Ansari-Pour, Naser (2019): Why, When and How to Adjust Your P Values? In: *Cell journal* 20 (4), S. 604–607. DOI: 10.22074/cellj.2019.5992.
- (2) Sambrook J, Fritsch EF, Maniatis T. 1989. Molecular cloning: a laboratory manual, 2nd ed. Cold Spring Harbor Laboratory, Cold Spring Harbor, NY
- (3) Kieser T, Bibb MJ, Buttner MJ, Chater KF, Hopwood DA. 2000. Practical Streptomyces genetics. John Innes Foundation, Norwich, United Kingdom
- (4) Menges R, Muth G, Wohlleben W, Stegmann E. 2007. The ABC transporter Tba of Amycolatopsis balhimycina is required for efficient export of the glycopeptide antibiotic balhimycin. *Appl. Microbiol. Biotechnol.* 77: 125–134.
- (5) Zwicker, N., Theobald, U., Zähler, H., and Fiedler, H.P. (1997) Optimization of fermentation conditions for the production of ethylene-diamine-disuccinic acid by Amycolatopsis orientalis. *J Ind Microbiol Biotechnol* 19: 280–285
- (6) Spohn, M., Wohlleben, W., Stegmann, E. (2016) Elucidation of the zinc dependent regulation in Amycolatopsis japonicum enabled the identification of the ethylenediamine disuccinate ([S,S] EDDS) genes. *Environ. Microbiol.*, 18, 1249- 1263.
- (7) Nishikiori, T., Okuyama, A., Naganawa, H., Takita, T., Hamada, M., Takeuchi, T., Aoyagi, T., Umezawa, H. (1984) Production by actinomycetes of (S,S)-N,N-ethylenediamine-disuccinic acid, an inhibitor of phospholipase c. *J. Antibiot.*, 37, 426- 427

How the deposited data were processed for this re-analysis (not part of the article)

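RNA-Seq libraries of *A. japonicum* WT and zurko, grown for 24 h with or without zinc, were analysed from the tables of read counts as deposited. There were 4 groups of 3 cultures, each culture sequenced as 1 library, and the sample labels gave the group and replicate number of each of the 12 libraries. According to the labels the zinc was added as zinc sulfate to 6 µM, the libraries were made with a directional kit and sequenced on an Illumina NextSeq instrument. Per the headers of the tables and the paper's methods, the authors trimmed the reads with fastp, mapped them with HISAT2, sorted them with SAMtools and counted them per gene with featureCounts (version 1.6.4), so each value is a raw count with no normalization. Reads that map to several places were counted at each, reads that overlap several genes were not counted, reads rather than fragments were counted, and the strand was not used. As a result, antisense reads are counted for a gene, and the 11 genes with an identical protein elsewhere in the genome share reads where their DNA is also the same, which was not tested. The labels give no versions of the other tools. Each table had 8567 genes, of which 8496 code for proteins, and 0 columns of values were left without a matching sample.

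Total counts per library were 23096548 to 27020135 in WT with zinc (median 25060262), 6227764 to 26851167 in zurko with zinc (median 24832095), 26314161 to 28636599 in WT without zinc (median 27546399) and 23579686 to 27637418 in zurko without zinc (median 26670183). Non-coding RNA took 10.2% to 25.0% of the counts. TMM factors were 0.741 to 0.759 in WT without zinc and 0.935 to 1.25 in the other groups. Counting error is small at this depth for all but the least abundant genes, and the differences between cultures set the precision.

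Counts were tested with edgeR 4.0.16 (quasi-likelihood fit and test, TMM scaling, Benjamini-Hochberg adjustment) in R 4.3.3, within each medium on 6 libraries, for genes with at least 10 counts in at least 3 libraries. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. Standard errors of edgeR's log2 fold changes are the absolute change divided by the square root of the test's F statistic. The interaction of strain and zinc, and zinc within each strain, were tested in models over all 12 libraries. Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no count filter, no fold threshold, no non-coding RNA genes, the replicate number as a block, 1 model over all 12 libraries, and each library left out in turn. Where a group was left with 2 libraries, these were assumed to vary like the other groups. The count filter stayed at 3 libraries, so a gene read in 1 strain alone could drop out of such a fit within a medium. Gene sets were tested with camera from limma 3.58.1 on voom values, with the correlation between genes estimated, and with a preset correlation of 0.01 as the alternative. Tables, permutation tests and plots were made in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

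The [*S,S*]-EDDS genes were taken from position alone, as the run of genes on 1 strand with gaps of at most 200 bp that ends at the cluster position in Figures S1 and S2. Gaps of at most 50 bp and at most 500 bp gave the same 4 genes. Named genes were the 9 genes of Figures S1 and S2, the [*S,S*]-EDDS genes, *zur*, the 10 highest and 10 lowest called genes in each medium, the 5 most extreme called genes each way for the interaction and for zinc in WT, and up to 4 called members of each list. The extreme genes needed groups that do not overlap and a mean of at least 50 counts. Scores of the paper had been seen when this rule was set. For *zur* the rule was a Fur family gene within 5 genes of a metal transporter gene, and since the annotation uses no such family name, the list of Fur family regulators matched 0 genes and was void. The 3 genes annotated as transcriptional repressor took its place afterwards, 1 of which was lower in zurko with zinc (2 when adjusted over the list alone; adjusted p = 0.130 with an estimated correlation in camera). A score was the sum over both media of the mean log2 fold change of the [*S,S*]-EDDS genes times that of the gene, where the gene passed an adjusted p of 0.05. The functional categories of the paper's pipeline were not rebuilt.

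Product names of the annotation were matched against the 20 lists without regard to case. For oxidative stress and for DNA repair and SOS this caught unrelated products, so that stricter patterns were added after the values were seen. The replicate numbers of the labels were checked for pairing with the correlation of the deviations from each group's mean across genes. Only the zurko groups with and without zinc were paired in this sense, with correlations of 0.397, 0.781 and 0.566 for replicates 1, 2 and 3. Genes changed by zinc in zurko were therefore also fitted with the replicate block, and the count was 0 with and without it.

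Both tools were tested on simulated data, in which 200 genes were changed by a log2 fold change of 1, 2, 3 or 6. Counts were drawn once per medium with the spread between replicates that edgeR estimated here. Genes were drawn independently of each other, so the false calls of either tool in the real libraries were not measured. In 3 libraries against 3, edgeR found 88.9% of the genes changed by 3 with zinc and 68.3% without zinc, and 1.9% and 0% of those changed by 1 (DESeq2 13.5% and 15.8%). A change by 1 is mostly missed under the rule used, in part because the rule asks for a log2 fold change above 1. No library was left out of the main comparisons. The production of [*S,S*]-EDDS and the other organisms of the paper were not analysed here.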

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

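The tests of explanations and the counts over other groupings of the libraries reported here were chosen after the results were seen, while the interaction of strain and zinc had been planned. The effect of the *zur* deletion differed with zinc for 28 genes, all of them with a higher log2 fold change of zurko against WT with zinc than without (edgeR, interaction), which is a difference between groups under the same contrast. DESeq2 gave 64, 58 higher and 6 lower, and without WT without zinc replicate 1 edgeR gave 41 higher and 1 lower. The mean interaction of the 4 [*S,S*]-EDDS genes was a log2 fold change of 6.57. In the interaction, 6 of the 13 genes matched by the paralog and GTPase list and 6 of the 9 zinc uptake genes were called. These 28 genes lie mostly in 4 places of the genome, with 9 from AJAP_RS20335 to AJAP_RS20375, 6 from AJAP_RS18430 to AJAP_RS18455, 3 from AJAP_RS38510 to AJAP_RS38520 and the 4 [*S,S*]-EDDS genes. In the interaction, type B L31 (AJAP_RS20365) had a log2 fold change of 12.17 (adjusted p = 5.85e-06, edgeR), a size that rests on 15, 5 and 8 counts in WT with zinc. Of 100 groupings drawn with both strains regrouped over zinc, 10, the real one included, gave as many genes or more, and 9 of these kept the WT libraries grouped as labelled, out of 12 such draws. Regrouping zurko, where zinc changed 0 genes (edgeR; 57 at an unadjusted p under 0.05, 0 in DESeq2), leaves the change in WT in place, so this count does not decide about chance. The highest count among the other groupings was 573, with WT with zinc replicates 1 and 3 and WT without zinc replicate 1 in 1 WT group and zurko with zinc replicate 3 and zurko without zinc replicates 1 and 3 in 1 zurko group. A count several times 28 points to a structure of the samples. On the zurko side this grouping keeps the replicate 2 libraries of both media together (correlation across genes 0.993), and the replicate 3 libraries (0.9641). On the WT side it parts WT with zinc replicate 2 from WT with zinc replicate 1, its closest library (0.9645). The structure was thus not identified in full, and the other draws with the same WT group called no gene in edgeR.

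A signal in data that the paper does not discuss is AJAP_RS08360, a hypothetical protein gene on the minus strand from 1693389 to 1694330 whose end overlaps that of the last [*S,S*]-EDDS gene. Its log2 fold change in zurko with zinc was 5.33 (adjusted p = 0.00051, edgeR), and because the strand of reads was not used, reads that run on from the [*S,S*]-EDDS genes would be counted here too.

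Without zinc, edgeR called neither the [*S,S*]-EDDS genes nor any of the paralog genes between the strains, but the mean levels of the 2 sets differed between the strains in opposite directions. The [*S,S*]-EDDS genes had a mean log2 fold change of 2.94 (adjusted p from 0.106 to 0.135 in edgeR, called higher by DESeq2). The 6 paralog genes called with zinc, which lie in the same locus, had one of -1.53 (adjusted p from 0.191 to 0.562 in edgeR, 4 of them called lower by DESeq2). Their mean level was lower in every zurko library (9.57 ± 0.51 log2 CPM) than in every WT library (11.07 ± 0.49 log2 CPM, SD, n = 3 each), though type B L31 and L32 singly overlapped. Repression left in WT at all Zur targets alike needs higher paralog levels in zurko, which this locus did not show. These same values raised the question, so they are no separate test of that explanation, and they cover this locus alone. The 9 zinc uptake genes had a median log2 fold change of -0.104 in this medium, with 0 called by edgeR. Within a library, the [*S,S*]-EDDS level minus the paralog level was -2.90 ± 1.48 in WT and 1.70 ± 0.27 in zurko, a difference of 4.6 that library size or scaling cannot make, and without WT replicate 1, a library that stands apart, the mean log2 fold change of the [*S,S*]-EDDS genes was 2.63. No group here separates what stays open, which is a technical cause not tested, a further change in the zurko strain, or, as a hypothesis from the same data, a second regulator or a different sensitivity of the 2 sets of genes to zinc.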

How the results depend on the processing

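Of the settings below, leaving out both libraries that stand apart, the stricter list patterns and the list of transcriptional repressors were chosen after the data were seen. The mean log2 fold change of the [*S,S*]-EDDS genes stayed above 0, from 9.34 to 9.71 with zinc and from 2.63 to 3.76 without zinc when each library was left out (3.76 without WT replicate 3), and 9.51 and 3.12 with the replicate block. It was also run with DESeq2, RLE factors, no non-coding RNA genes and other gaps, and not with the remaining settings. The counts of genes depend on the tool. DESeq2 called 1185 genes with zinc, 939 without zinc, 64 in the interaction and 355 for zinc in WT, with 202 concordant and 222 discordant genes and 161 and 73 list members with and without zinc. In the simulated data it made 80 and 85 false calls with and without zinc against 2 and 7 in edgeR. Those data were drawn from edgeR's own estimates of the spread, so they do not give the error of DESeq2 in these libraries. RLE factors and no count filter kept the edgeR counts of genes within 1.5 times, and so did upper-quartile factors and no non-coding RNA genes apart from the concordant and discordant counts, for which they were not run. List members were run only with DESeq2 and with the lists added afterwards (38 with zinc and 3 without). These are the stricter patterns and the list of 3 transcriptional repressor genes. The repressor list adds 1 lower gene in each medium, the gene taken as *zur*, while the stricter DNA repair pattern drops 1 call with zinc. With the replicate block, 126 genes were called with zinc, 63 without zinc, 27 in the interaction and 63 for zinc in WT, with 10 concordant and 11 discordant genes. The model over all 12 libraries called 255 genes without zinc. Camera passed 4 lists with zinc at the preset correlation of 0.01 and 0 with an estimated one.

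The counts also rest on single libraries. Leave-one-out counts ran from 67 to 301 with zinc, 0 to 278 without zinc, 20 to 42 in the interaction, 32 to 281 for zinc in WT, 0 to 16 for concordant and 0 to 30 for discordant genes, and the highest of these came without zurko with zinc replicate 2 (301) or without WT without zinc replicate 1 (278, 281, 16, 30 and 42). With zinc, 82, 67 and 83 genes were called without WT replicate 1, 2 or 3. Without zinc, edgeR gave 0 genes, 0 concordant and 0 discordant without WT replicate 2 or 3 (all libraries: 1458 at an unadjusted p under 0.05, 939 in DESeq2), and 4, 11 and 17 genes without zurko replicate 1, 2 or 3, with 1 discordant gene in each and 2 concordant genes without replicate 1. Zinc in WT gave 38, 37 and 32 genes without WT with zinc replicate 1, 2 or 3 and 112 without WT without zinc replicate 2. In fits within a medium that left out a WT library, the gene taken as *zur* fell below the count filter and was not tested. Without both libraries that stand apart, zinc in WT gave 323 genes. The cause was not tested.

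For named genes under DESeq2, RLE factors and the replicate block, 353 of the log2 fold changes kept direction and side of the threshold, 40 passed it only there, 7 fell below it and 2 reversed. When libraries were left out, 617 kept both, 20 passed it only there, 138 fell below it and 17 reversed. The reversals are of values that were not called, from -0.744 to 0.26. With the replicate block and without zinc, AJAP_RS04465 was at 0.878 and AJAP_RS38520 at 0.185. Without zinc, the leave-one-out ranges were -0.538 to 2.353 for AJAP_RS04465, -0.108 to 0.364 for AJAP_RS11605, -1.109 to 0.096 for AJAP_RS13015, -0.397 to 0.021 for AJAP_RS13780, -1.086 to 0.244 for AJAP_RS18435, -0.357 to 0.424 for AJAP_RS18440, -0.356 to 1.649 for AJAP_RS30555 and -0.284 to 0.721 for AJAP_RS38520. With zinc, AJAP_RS27200 ran from -0.216 to 0.035. The cause was not tested. In the simulated data edgeR found 1.9 and 0 percent of changes at a log2 fold change of 1 and 88.9 and 68.3 percent at 3, with and without zinc. DESeq2 found 13.5 and 15.8 percent at 1. Small changes are mostly missed under this rule, in part because it asks for a log2 fold change above 1.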

Differences from the paper's values

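The paper's score in Figure S1 for *bldC* (AJAP_RS36645) is 37.78, and the score here is 0, as edgeR called the gene in neither medium. The tools differ, since the authors name DESeq2. For the sugar isomerase gene AJAP_RS13380 the paper's score is 36.94 and the score here is 0, again with no call by edgeR in either medium. Among the alternatives set before the data were examined, DESeq2 (37.70 and 30.15) and counting each medium regardless of significance (37.51 and 36.83) give values for both genes within 1.5 times of the paper's, the limit for a difference here. Signed linear fold changes, the mean over significant [*S,S*]-EDDS genes only, and gaps of at most 50 bp or 500 bp between the [*S,S*]-EDDS genes leave both scores at 0. For AJAP_RS13380 the DESeq2 score stays below the paper's and comes from the medium with zinc alone, as DESeq2 gave no adjusted p without zinc. The edgeR log2 fold change of this gene fell as low as 1.32 with zinc and 0.27 without zinc when 1 library was left out. For the other scored genes, DESeq2 scores on the log2 scale lay near the paper's, from 78.81 against 78.93 for AJAP_RS15075 to 30.17 against 30.92 for *lacI*. Scores regardless of significance also lay near, at 79.0 and 29.96 for these genes, so the values do not tell these settings apart. Signed linear fold changes gave 80145 for AJAP_RS15075, so only the log2 scale comes near the paper's values.

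The paper places *bldC* second and *lacI* last of 5 named here among the regulation genes of Figure S1. The scores here, from edgeR, put AJAP_RS15075 first with 79.0, AJAP_RS21735 next with 28.71 and *lacI* with 22.28 after it, with *bldC* and AJAP_RS13380 at 0. Scores regardless of significance give the paper's order of the 5 genes, and DESeq2 scores place *bldC* second and *lacI* (30.17) just above AJAP_RS13380 (30.15). For *glts* (AJAP_RS11230), second in Figure S2 in the paper, the edgeR score is also second, at 40.08.

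The paper describes the relation of *zur* expression and the [*S,S*]-EDDS genes as direct. In these libraries the level of the [*S,S*]-EDDS genes was highest where reads of the gene taken as *zur* were nearly absent, with a mean log2 fold change of 9.51 with zinc against a fitted -9.56 for AJAP_RS28645. In WT alone the *zur* gene had a log2 fold change with zinc of -0.51 (adjusted p = 0.759, edgeR), in the same direction as the [*S,S*]-EDDS genes.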

Other observations

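The tests of explanations and the counts over other groupings of the libraries in this part were chosen after the results were seen, and the genes for which only zinc in WT is given here were also picked afterwards. Some genes were high in WT without zinc. AJAP_RS04125, a murein transglycosylase gene, was at 3534 ± 327 CPM there (SD, n = 3) and at 8.18 ± 2.09 CPM in WT with zinc (SD, n = 3), a log2 fold change for zinc in WT of -8.75 (adjusted p = 0.000505, edgeR), and at 41.8 ± 52.9 CPM in zurko without zinc (SD, n = 3). The interaction of this gene was 6.71 (adjusted p = 0.0204, edgeR), a call that ended without WT with zinc replicate 1, 2 or 3, zurko with zinc replicate 1 or zurko without zinc replicate 1. A run from AJAP_RS27200 to AJAP_RS27210 moved the same way, with log2 fold changes for zinc in WT of -4.23 for a CGNR zinc finger protein (AJAP_RS27200), -6.78 for an alpha/beta hydrolase (AJAP_RS27205) and -4.82 for a nitroreductase family protein (AJAP_RS27210), at adjusted p from 0.000599 to 0.00353 (edgeR). These 4 calls for zinc in WT held in each fit that left out 1 library. A run of genes for a modified peptide went the other way between strains with zinc. AJAP_RS07195, the putative ATP-grasp-modified peptide, fell from 2186 ± 1156 CPM in WT to 50.7 ± 41.5 CPM in zurko (SD, n = 3 each), a log2 fold change of -5.44 (adjusted p = 0.00542, edgeR), and its neighbours AJAP_RS07190, AJAP_RS07200, AJAP_RS07205 and AJAP_RS07210 had log2 fold changes from -5.52 to -4.99. The calls of AJAP_RS07200 and AJAP_RS07210 ended without zurko with zinc replicate 3 (for AJAP_RS07210 also without zurko replicate 2 or WT replicate 2 or 3, and with the replicate block).

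In central metabolism with zinc, 1 of 30 genes of the TCA cycle and aspartate supply was higher in zurko and 2 were lower (9 and 3 when adjusted over the list alone). Citrate synthase 2 (AJAP_RS02790) had a log2 fold change of 2.93 (adjusted p = 0.0118, edgeR), a call that ended without WT replicate 1, 2 or 3, and a pair of succinate dehydrogenase or fumarate reductase subunits (AJAP_RS26800 and AJAP_RS26805) of -4.62 and -4.52 (adjusted p = 0.00369 and 0.00477, edgeR). Of 18 genes of cysteine and sulfur metabolism 2 were higher (2 when adjusted over the list alone), the [*S,S*]-EDDS gene AJAP_RS08350 and a methionine synthase gene (AJAP_RS24210, log2 fold change 3.36, adjusted p = 0.0492, edgeR), whose call held only without WT replicate 3 or zurko replicate 2 among the fits that left out 1 library and ended with RLE factors. In metal efflux 1 of 19 genes was lower (3 higher and 1 lower when adjusted over the list alone), a cation transporter gene (AJAP_RS11605, log2 fold change -2.81, adjusted p = 0.0208, edgeR), a call that ended without WT replicate 1 or 2 or zurko replicate 1. Of 82 sigma and anti-sigma factor genes 1 was lower (2 when adjusted over the list alone), AJAP_RS13015 (log2 fold change -3.45, adjusted p = 0.0341, edgeR), and of 35 genes of cell division and peptidoglycan 1 was higher (1 higher and 1 lower when adjusted over the list alone), AJAP_RS02470, a LysM domain gene (log2 fold change 2.84, adjusted p = 0.0353, edgeR). The call of AJAP_RS13015 ended without WT replicate 2 or 3 or zurko replicate 1 or 2, and that of AJAP_RS02470 held only without zurko replicate 2. The list of DNA repair and SOS caught 1 higher gene of 52 (1 when adjusted over the list alone), AJAP_RS04465, which encodes 4-hydroxyphenylpyruvate dioxygenase, an enzyme of tyrosine breakdown, and with the stricter pattern edgeR called 0 of 23 (1 at an unadjusted p under 0.05, 1 in DESeq2). The call of AJAP_RS04465 held only without WT replicate 1 or zurko replicate 2. Of the lists for iron and siderophores (24 genes), polyketide and non-ribosomal peptide synthesis (40), chaperones (16) and oxidative stress (51, or 43 with the stricter pattern), edgeR called 0 members with zinc. At an unadjusted p under 0.05 these held 4, 2, 2 and 7 (6 with the stricter pattern), and DESeq2 called 3, 0, 2 and 4. Adjusted over the list alone, only the chaperones had a call, 1 lower. With an estimated correlation, camera gave an adjusted p from 0.731 to 0.988 for all the lists in this paragraph.

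Apart from the deleted gene, 13 genes changed in zurko in both media, by a median log2 fold change of 5.78 in size with zinc. Relief of repression, as under zinc shortage in WT, would move them in WT without zinc too. Signed by their direction in zurko their median log2 fold change there was 0.07 (range -2.71 to 1.05), and edgeR called 0 of them for zinc in WT (3 at an unadjusted p under 0.05, 0 in DESeq2). This does not decide, because a gene fully relieved in WT would not differ between the strains without zinc and so would not be among the 13. The 13 genes lie in 7 separate places, and partial relief, a further change in the zurko strain and an effect of the *zur* deletion that zinc shortage does not bring about cannot be told apart, since there is 1 mutant strain and no complemented strain among the groups.

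The libraries of zurko replicate 2 with and without zinc were more alike than replicates of 1 condition, with a correlation across genes of 0.993. They are not 1 library deposited under both conditions, as their counts differ by a chi-square of 72.38 per degree of freedom, the next lowest between any 2 libraries being 247.49, where sampling alone would give about 1. The replicate numbers are those of the sample titles, and the library codes of same-numbered zurko cultures carry different numbers. A shared source of the same-numbered zurko cultures, such as 1 seed culture for each number, may be the cause, as a hypothesis from the same data, since the deviations correlated at 0.397 or more in each of the 3 pairs. With such pairs the 2 media are not independent of each other in zurko, which bears on the overlap of calls between media, and no biological explanation was tested, as the design names no condition that differs between replicate numbers.

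The counts of genes between the strains were 142 with zinc and 32 without zinc, and 66 for zinc in WT, and in each of these comparisons 1 of the 10 possible groupings of the libraries, the real one, reached the count, the highest other being 0. With 3 libraries against 3 the groupings are too few for a share under 0.05. For zinc in zurko the real count was 0 (57 genes at an unadjusted p under 0.05 in edgeR, 0 called in DESeq2), so 10 of 10 groupings reached it and the groupings are again too few. The highest other, 6 genes, came from a grouping that keeps the replicate 3 pair together, while the other 3 groupings that part all pairs gave 0. For the 9 concordant and the 5 discordant genes, 1 of the 100 possible combinations of groupings in both media reached the count, the real one, and the highest other was 0. This follows from the groupings within each medium, which are too few, so the joint count adds nothing on chance.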
